A study of Cyclotella cryptica with 27 samples.

How the data were processed

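RNA-seq libraries of Cyclotella cryptica CCMP332 were analysed from a seawater control and 8 times after transfer into freshwater, with 3 labelled replicates per group. Per the labels' protocols, cultures grew at 24 ppt and 15 °C under 16 h of light and 8 h of dark. Cells were collected by centrifugation at 800 g for 3 min. Groups were taken from the labels of the samples.

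The authors deposited raw gene counts made with HTSeq, per the file headers and summary rows. Reads aligned in more than 1 place and ambiguous reads were kept out of the gene counts, so members of near-identical gene families are undercounted and uncertain. Shares of reads were taken of gene counts, reads aligned in more than 1 place and ambiguous reads together, without any other uncounted reads. Reads aligned in more than 1 place made up 15.9% to 34.1% of this total, and ambiguous reads at most 0.0467%. The summary rows were left out of library sizes and tests. The aligner, genome build, annotation and strand setting are not given in the sources used here, so overlapping and antisense genes are also uncertain. The authors deposited log2 fold changes and adjusted p-values from edgeR, per the file name, for 7 times against 0 min; the edgeR version, model and adjustment are not given in the sources used here. None of the gene IDs matched the 14109 genes of the reference gene table (0 matches), so no coordinates are given, and checks of GC content or gene length were void. Columns of per-sample values that were matched to no sample numbered 0.

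Before any test, the columns of each group were compared over genes with at least 100 counts. Residuals are given as the median squared residual over that expected from counting variance, a ratio of variances. Columns were treated as copies when this ratio around a line was below 0.5 for every pair. A column was treated as a weighted mean of the other 2 when its ratio was below 0.05. These limits were set after the columns had been seen, because an earlier criterion, the share of genes within 1 count, misplaced the seawater control and 15 min groups. The design fixed before the data were examined used all 27 columns; the 16 independent columns replaced them because copies and means are not further samples. For copies, the column with the smoothest distribution of low counts was used, since the fixed shifts distort low counts, and the mean of the 3 columns was tried as an alternative.

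Genes passing edgeR's filterByExpr (minimum count 10, minimum total 15) were kept, 12501 in number. Counts were scaled by TMM and tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1), by the robust quasi-likelihood test with 1 coefficient per group. P-values were adjusted by Benjamini-Hochberg, and genes with an adjusted p below 0.05 were called. Log2 CPM used a prior count of 2. Standard errors were derived from the quasi-likelihood F statistic. Distances were compared by an exact permutation test that shuffled single columns, not whole times. Families were tested with camera (inter-gene correlation 0.01) and fry and needed at least 5 tested genes; aquaporin, with 1 gene, was left out. Family words were matched anywhere in a protein name, except that histone had to open the name and proline and cyclin had to open a word. The words proline and cyclin were first also matched inside longer words, such as cyclin in recycling, which gave 30 calls of 72. The stricter match was adopted after that result was seen and gave 33.

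The named genes were the first 3 in each of 4 parts. Sustained genes were those called in 1 direction at the most times from 15 min to 10 h, with the highest or lowest mean log2 fold change. Transient genes were called at 15 min, 30 min or 1 h and at neither 8 nor 10 h, with the highest or lowest log2 fold change there. The higher group needed at least 10 counts in every column, and the freshwater columns had to lie on 1 side of the control. The rule was written for 3 columns per group and was applied to the independent columns.

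The method was tested on simulated data, drawn from the real means and library sizes with 200 of 12501 genes changed. The changes were 2-fold or 4-fold, and only genes above a minimum mean abundance were changed. The method recovered 58.5% of the changed genes for 0 min against the seawater control, 53% for 1 h and 70% for 10 h. For 0 min it recovered 88.5% of the 4-fold but 26.0% of the 2-fold changes. For 1 h these values were 85.7% and 16.8%. Over the 9 groups the method recovered 75.5%. False calls numbered 3 to 26 over the 15 comparisons, 8 of 125 calls for 0 min, 18 of 150 for 4 h against the seawater control and 26 of 193 for 4 h against 2 h. Over the 9 groups they were 26 of 177. In these the false share was above the nominal 5%, so an adjusted p below 0.05 may admit more false calls than it states. With total counts of 2599734 to 6889349 per column, genes at a few counts carry wide counting error.

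Alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors, library size only, no low-count filter, CPM of at least 1 in at least 3 libraries, the replicate number as a block, leaving out each column, only the groups compared, an adjusted p below 0.01, glmTreat beyond a log2 fold change of 0.5, and 0 min as the baseline. Alternatives chosen after seeing the data were all 27 columns, with and without the block, the mean of copied columns, thinning to the lowest total, and the looser word match. Permutations and figures used Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9.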

Results

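Transcript abundance was measured by RNA sequencing in Cyclotella cryptica CCMP332, a centric diatom that was grown at a salinity of 24 ppt and moved abruptly into freshwater at 0 ppt. The series had 9 groups, each with 3 labelled replicates. They were a seawater control and freshwater cultures taken at 0, 15 and 30 min and at 1, 2, 4, 8 and 10 h. The count table listed 21250 genes in 27 columns, of which 7021 genes had a count of 0 in every column. Gene counts per column summed to between 2599734 and 6889349, and 12968 to 13604 genes had at least 1 count. A protein name was paired with 5810 genes, or 27.3%.

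The labelled replicates of 8 of the 9 groups were not independent of each other. In the seawater control, replicate 2 equalled replicate 1 minus 7 counts for 99.9% of the 5643 genes with at least 100 counts, and replicate 3 followed replicate 1 along a line of slope 0.982. At 0 min the difference between replicates 2 and 1 was 11 counts for 99.9% of 5464 genes. At 1 h that difference was 27 counts for 94.5% of 4759 genes. The 3 columns of each of these groups differed by less than the sampling noise and were counted as 1 sample. In 4 further groups 1 column was the rounded mean of the other 2, namely replicate 1 at 30 min, replicate 2 at 2 h, replicate 1 at 4 h and replicate 1 at 8 h. The share of genes that equalled this mean was 99.95% at 30 min, 99.94% at 2 h, 99.96% at 4 h and 99.95% at 8 h. At 15 min, replicate 2 was a weighted mean of replicates 1 and 3, with weights of 0.656 and 0.333. At 10 h no column followed from the others, and squared residuals were at least 2.76 times the counting variance. This left 16 independent columns, with n = 1 in the seawater control, at 0 min and at 1 h, n = 2 at 15 min, 30 min, 2 h, 4 h and 8 h, and n = 3 at 10 h. How the columns came to depend on each other is not given in the sources used here.

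**Figure D1:**
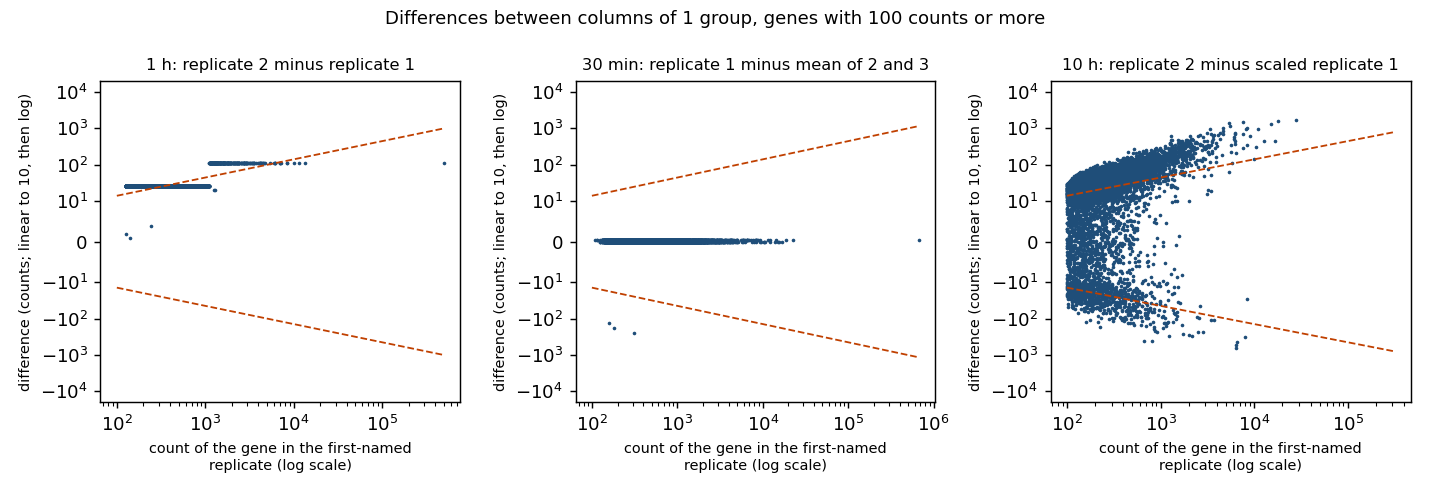
Difference in counts between columns of 1 group (vertical axis, linear to 10 counts and logarithmic beyond) against the count of the gene (horizontal axis, log scale), each point being 1 gene with at least 100 counts in all 3 columns; dashed lines mark the square root of 2 times the count, a guide to counting noise. At 1 h most points lie on a line at 27 counts and at 30 min nearly all lie at 0, while the 10 h columns, scaled to equal totals, scatter beyond the guide.

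All comparisons below therefore rest on the 16 independent columns, and counts from all 27 columns as deposited are given beside the main ones. A group with 1 column has no replicate of its own, so its column was assumed to vary like those of the other groups. The residual degrees of freedom were 7, and the common biological coefficient of variation was 14.2%. No seawater culture was analysed here at the later times, so time in freshwater and time since the transfer, including time of day, changed together. The 0 min cultures also differed from the seawater control by the handling of the transfer.

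Of 12501 genes tested, 5114 (40.9%) differed among the 9 groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p below 0.05. With all 27 columns the number was 11559, the largest move under any alternative for this result. The next question was which transcripts differed from the seawater control at each time. At 0 min the quasi-likelihood test called 0 genes, although 1468 had an unadjusted p below 0.05. DESeq2 called 34 genes at 0 min, limma-voom 0, and the fit of all 27 columns 5355. At 15 min 11 genes were called, all higher in freshwater, against 4050 with 27 columns. At 30 min 3840 genes were called, 1754 higher and 2086 lower, against 8721 with 27 columns. At 1 h 2300 genes were called, 1224 higher and 1076 lower, against 7938. At 2 h 611 genes were called, 367 higher and 244 lower, against 6515. At 4 h 471 genes were called, 337 higher and 134 lower, against 5843. At 8 h 3 genes were called, all lower, against 3082, and 905 had an unadjusted p below 0.05. At 10 h 1041 genes were called, 586 higher and 455 lower, against 6101.

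The 3 genes called at 8 h were CCRYP_000841, CCRYP_011559 and CCRYP_019088, which were chosen after their values were seen. Their log2 fold changes over the seawater control were -1.47, -2.35 and -1.37, with adjusted p of 0.0019, 0.0395 and 0.0424 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

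**Figure D2:**
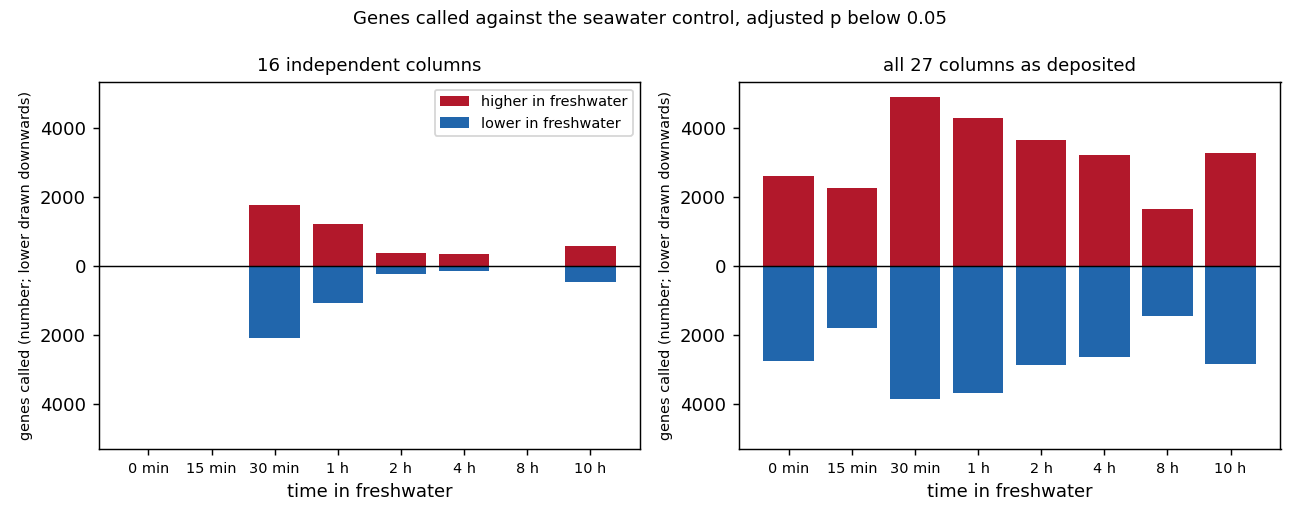
Number of genes called against the seawater control (vertical axis; genes higher in freshwater drawn upwards and lower ones downwards) at each time in freshwater (horizontal axis), at an adjusted p below 0.05. The 16 independent columns (left) gave 0 genes at 0 min and 3840 at 30 min, while all 27 columns (right) gave 5355 and 8721.

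Single columns moved several of these numbers. Without replicate 2 at 30 min, 1694 genes were called at that time. Without replicate 1 at 2 h the number was 98, and without replicate 1 at 10 h it was 309. At 4 h it was 158 without replicate 2 and 1433 without replicate 3. At 15 min it was 5 without replicate 3, and at 8 h it was 1 without replicate 2 and 23 without replicate 3. The single columns of the seawater control, 0 min and 1 h could not be left out.

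The share of called genes that were higher in freshwater depended on the scaling. It was 45.7% at 30 min with TMM and 74.6% with library size only. At 1 h the values were 53.2% and 70.9%, and at 10 h 56.3% and 83.7%. At 2 h the share was 60.1% with TMM, 48.4% with DESeq2 size factors and 50.5% with library size only. At 15 min it was 100% with TMM and 78.6% with library size only. With TMM, lower genes were the majority at 30 min against the seawater control. Higher genes were the majority there without replicate 2 at 30 min, and also when 30 min was set against 0 min. Library size only raised the median log2 fold change of all genes, relative to TMM, by 0.12 at 0 min, 0.26 at 30 min, 0.13 at 1 h, 0.18 at 8 h and 0.15 at 10 h. The shift was smaller at 15 min (0.0062) and 4 h (0.020), and at 2 h it was downwards (-0.032).

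Successive times were compared to ask when the changes took place. From 0 to 15 min 119 genes were called, 76 higher and 43 lower at 15 min with TMM but 39 higher and 85 lower with library size only, against 4007 genes with 27 columns. From 15 to 30 min the number was 3024, with 1339 higher and 1685 lower at 30 min, but 2555 higher and 625 lower with library size only. It was 467 when replicate 1 at 15 min was left out. From 30 min to 1 h 147 genes were called, of which 144 were higher at 1 h. From 1 to 2 h 78 genes were called, of which 73 were lower at 2 h. Without replicate 1 at 2 h this number was 0, and without replicate 3 it was 17. From 2 to 4 h 271 genes were called, 250 of them lower at 4 h, and without replicate 2 at 4 h the number was 34. From 4 to 8 h 417 genes were called, 66 higher and 351 lower at 8 h, but 203 higher and 209 lower with library size only. The number was 143 without replicate 2 at 8 h. From 8 to 10 h 457 genes were called, 346 higher and 111 lower at 10 h, but 258 higher and 155 lower with library size only. The number was 54 without replicate 3 at 8 h. From 0 to 15 min the number was 4 without replicate 1 at 15 min and 9 without replicate 3.

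Among the genes that differed over the 9 groups, 2852 had a log2 fold change of at least 1 in size at their largest change from the seawater control. The largest change fell at 1 h for 1063 of these genes and at 30 min for 902. It fell at 10 h for 301, at 4 h for 251, at 0 min for 119, at 15 min for 80, at 8 h for 74 and at 2 h for 62. The number of columns was not weighed, so the single columns of 0 min and 1 h can gather more of these genes by noise. At 0 min, 0 genes were called against the seawater control. Grouped by window, 676 genes were highest and 425 lowest at up to 30 min, 954 and 422 at 1 to 4 h, and 269 and 106 at 8 to 10 h. With library size only, 1289 genes had their largest change upwards and 135 downwards at up to 30 min, and 370 upwards and 63 downwards at 8 to 10 h. The direction at 8 to 10 h depended on the baseline. With 0 min as the baseline, 67 genes had their largest change upwards and 235 downwards at 8 to 10 h. At up to 30 min these numbers were 433 and 186, and at 1 to 4 h they were 788 and 224.

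The distance of each column from the seawater control was the root mean square difference in log2 CPM over tested genes. It was 0.578 at 0 min (n = 1), 0.554 ± 0.0508 at 15 min (SD, n = 2), 0.816 ± 0.0619 at 30 min (SD, n = 2) and 0.823 at 1 h (n = 1). It was 0.667 ± 0.0608 at 2 h (SD, n = 2), 0.654 ± 0.103 at 4 h (SD, n = 2), 0.503 ± 0.0706 at 8 h (SD, n = 2) and 0.662 ± 0.0780 at 10 h (SD, n = 3). The mean over 15 min to 1 h was 0.712 ± 0.150 (SD, n = 5) and that over 4 to 10 h was 0.615 ± 0.102 (SD, n = 7). Their difference of 0.0976 was not larger than the spread between columns by a two-sided exact permutation test over 792 assignments (p = 0.206). Measured from the 0 min column instead, the means were 0.629 and 0.532, and the exact permutation p was 0.00253. Both tests shuffled single columns, although columns of 1 time belong together and all share 1 reference column. Neither p therefore measures the spread between times.

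**Figure D3:**
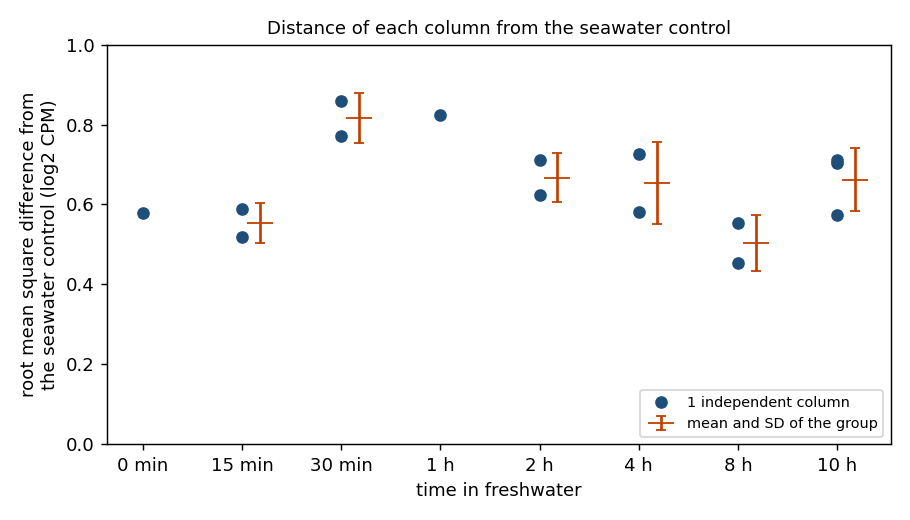
Distance from the seawater control (vertical axis, root mean square difference in log2 CPM) at each time in freshwater (horizontal axis); each point is 1 independent column, and the horizontal marks with bars are the group mean and SD where n was 2 or 3. The 30 min columns lie at 0.772 and 0.860 and the 8 h columns at 0.454 and 0.553.

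Times compared with the same control share its chance values, so overlaps and correlations were set beside simulated unchanged groups. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.80 between 30 min and 1 h, where simulated groups gave a median of 0.60. It was 0.78 between 1 and 2 h, with a simulated 0.57, and 0.42 between 30 min and 8 h, with a simulated 0.73. Between 8 and 10 h it was 0.77, with a simulated 0.76. Over all 28 pairs of times the median was 0.620, below the 0.684 of simulated unchanged groups. With 1 time set against the seawater control and the other against 0 min, the median was 0.0187 over the 21 pairs from 15 min on. The values were then 0.41 for 30 min and 1 h, 0.32 for 1 and 2 h, -0.22 for 30 min and 8 h, and 0.08 for 8 and 10 h. Genes called in 1 direction at both 30 min and 1 h numbered 1919, and those at both 30 min and 10 h numbered 572. Simulated unchanged groups had at most 2 calls at any of these times, so they give no value to set beside the shared calls. With separate baselines, 30 min and 1 h shared 470 genes when 30 min was set against the seawater control and 489 when 1 h was. If the calls were unrelated, 99.0 and 76.8 would be shared, and 29 and 5 genes were in opposite directions. For 30 min and 10 h the numbers were 7 and 47, where unrelated calls would share 16.3 and 35.9, with 44 and 40 genes in opposite directions. Fewer genes were called against 0 min, 807 at 30 min, 685 at 1 h and 108 at 10 h.

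The 9 gene product families large enough to test gave 72 tests against the seawater control. Camera with a preset inter-gene correlation of 0.01 called 33 of them at a Benjamini-Hochberg adjusted p below 0.05. Neither fry nor camera with an estimated correlation called any, with counts of 0 under both, so no family call held under them. The median log2 fold change of 112 ribosomal protein genes was 1.09 at 30 min with TMM, 1.06 with DESeq2 size factors and 1.34 with library size only, and 106 of them lay above the median of all genes. The median of 37 fucoxanthin or chlorophyll a/b binding protein genes at 1 h was -0.91 with TMM and with DESeq2 size factors and -0.79 with library size only, and 4 lay above the median of all genes. At 8 h 61 of the 112 ribosomal protein genes and 22 of these 37 genes lay above the median of all genes under each scaling, and camera called neither family there. Ribosomal protein genes above that median numbered 76 at 4 h and 71 at 10 h, again without a call, and those of the fucoxanthin family 3 and 9, with a call at both times.

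Named genes were chosen by a fixed rule. No gene was called at all 7 times from 15 min to 10 h, so the sustained genes were those called at the most times. CCRYP_003637, which had no protein name, was higher than in the seawater control at 1 h by a log2 fold change of 3.35 ± 0.42 (SE; adjusted p 3.32e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 8 h its log2 fold change was 1.74 ± 0.42 (SE) and it was not called (adjusted p 0.171, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCRYP_007721, named calcineurin subunit B type 1, had a log2 fold change of 3.27 ± 0.53 (SE) at 15 min and 3.07 ± 0.52 (SE) at 10 h, from 6 counts in the seawater control. At 8 h CCRYP_007721 had 0.87 ± 0.64 (SE) and was not called (adjusted p 0.798, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCRYP_011277 reached 2.17 ± 0.26 (SE) at 10 h, and at 8 h it had 0.95 ± 0.27 (SE) and was not called (adjusted p 0.315, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the sustained lower genes, CCRYP_005475, named putative sulfate transporter YbaR, had a log2 fold change of -1.97 ± 0.35 (SE) at 1 h and -0.96 ± 0.24 (SE) at 10 h. At 1 h CCRYP_002319 had -1.94 ± 0.48 (SE) and CCRYP_009062 had -1.43 ± 0.38 (SE). None of these 3 lower genes was called at 15 min or 8 h. At 0 min the log2 fold changes were already 2.33 for CCRYP_003637, 1.75 for CCRYP_007721 and 1.18 for CCRYP_011277. For the lower genes they were -0.86 for CCRYP_005475, -0.56 for CCRYP_002319 and -0.15 for CCRYP_009062. With 1 library on each side, a change by 0 min and an unusual value of the control library cannot be told apart.

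The transient higher genes had 0 counts in the seawater control, so their folds are lower bounds against a floor of 3 counts in that library. CCRYP_016659 was at least 9.60-fold higher at 30 min (n = 2). At 1 h (n = 1) CCRYP_002229, named uncharacterized protein AF_0817, was at least 6.73-fold higher from 18 counts. At that time CCRYP_009020 was at least 6.36-fold higher from 17 counts. CCRYP_002229 also had 6 counts at 0 min and 9, 1 and 5 in the 10 h columns. Its return to the control level is therefore not shown. Transient means only that a gene was not called at 8 or 10 h, and just 3 genes were called at 8 h. Of the transient lower genes at 1 h, CCRYP_017357 had 0 counts and was at least 2.97-fold lower than the 10 counts of the control. The 30 min columns of CCRYP_017357 had 32 and 2 counts, so its call rests on the single 1 h column. CCRYP_017474 had a log2 fold change of -2.77 ± 0.66 (SE) from 39 counts in the control and 5 at 1 h. CCRYP_005764 fell from 19 counts to 2. Floors cover counting error only.

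The authors' deposited table gave fold changes and adjusted p-values for 7 times against 0 min. The genes with an adjusted p below 0.05 in the authors' deposited table numbered 3552 at 15 min, 5935 at 30 min, 5481 at 1 h, 3675 at 2 h, 2859 at 4 h, 3014 at 8 h and 3069 at 10 h. The 16 independent columns gave 119, 807, 685, 184, 227, 67 and 108 genes for these comparisons. Across the 10153 genes compared, log2 fold changes in the authors' deposited table correlated with a refit of all 27 columns at r between -0.999999 and -0.99999. Every compared gene called in the authors' deposited table had the opposite sign in that refit, 100% at each of the 7 times. The authors' deposited table gave adjusted p-values for 10569 genes, and those outside the comparison stay unchecked. Of all genes compared, 95.3% at 15 min to 99.7% at 30 min had the opposite sign to the authors' deposited table, and the others had sizes of at most 0.05. For the called genes that were compared, a positive value in the authors' deposited table therefore stood for a higher count at 0 min. The columns of that table were nevertheless headed with the later time first.

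**Figure D4:**
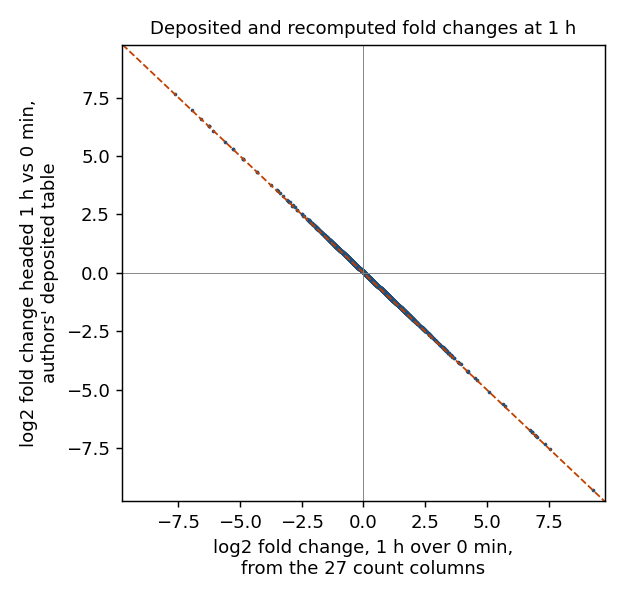
Log2 fold change at 1 h in the authors' deposited table (vertical axis) against the log2 fold change of 1 h over 0 min from all 27 count columns (horizontal axis), each point being 1 gene; the dashed line marks equal size and opposite sign. The 10153 genes lie along this line.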

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

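The tests of reads aligned in more than 1 place were chosen only after the result was seen. Those of the genes called in opposite directions were written before their results were seen, with the thinning test chosen after the counts had been seen, except that the tests of the part of these genes kept under both scalings were chosen only after the result was seen.

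In 103 genes the change from the seawater control was called in 1 direction at an earlier time and in the other direction at a later time, with the direct contrast of both times also called. The most frequent pattern was lower at 30 min and higher at 4 h, in 60 genes, followed by lower at 30 min and higher at 2 h in 35. The pattern was higher at 1 h and lower at 10 h in 30 genes, and higher at 30 min and lower at 10 h in 29; a gene can have several of these patterns. Depth does not account for most of them, since 82.5% kept the pattern after every library was thinned to the lowest total. No library that could be left out decided most of them either, since at least 59.2% were kept without any 1 of 13 libraries; the lowest value was without replicate 2 at 30 min. The single libraries of the seawater control, 0 min and 1 h could not be left out. Scaling stays open for the genes that lost the pattern under another scaling: 42.7% kept it with library size only, 95.1% with DESeq2 size factors and 41.7% under both. The 43 genes kept under both were called so under all 3 scalings by definition, so this is no separate test of scaling. Of these 43 genes, picked for keeping the pattern, 90.7% also kept it after thinning and at least 76.7% without any 1 of the 13 libraries. The number was 53 with library size only, 65 without replicate 1 at 10 h and 17 at an adjusted p below 0.01. A change of response with time in freshwater may explain these 43 genes, but time of day changed with it. Scalings beyond those tried and the single libraries of the control and 1 h stay untested.

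Reads aligned in more than 1 place entered no comparison. Their mean share was 33.2% at 0 min (n = 1; 95% Wilson interval 33.2% to 33.3%), 30.3% at 15 min (n = 2) and 30.7% at 2 h (n = 2), above the 28.3% of the seawater control (n = 1). The intervals cover counting error only. Libraries of 1 group differed by up to 17.9 percentage points, at 10 h, and by up to 6.75 points within the 15 min and 2 h groups. The other 5 of the 8 freshwater groups lay below the control, at 26.9% at 30 min, 27.3% at 1 h, 24.6% at 4 h and 24.0% at 10 h, and at 8 h the libraries lay at 22.3% and 23.7%. The mean at 8 h differed from the control by -5.29 points with a range of 1.40 points, while the other 5 groups with at least 2 libraries had ranges of 6.44 to 17.9 points. The share did not differ among the 9 groups beyond the spread within them (F = 0.427, permutation p = 0.880, 16 libraries). A difference in carry-over between library preparations may explain the excess at 0 min, 15 min and 2 h. With so few libraries a smaller effect of freshwater stays open.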

How the results depend on the processing

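Alternatives with 27 columns, copied-column means and thinning were chosen only after the counts were seen, and the looser word match was listed only after its result was seen. Across 28 results and the settings that leave out no library, 209 of 348 values stayed on the same side or within 1.5 times. Unless a value or the construction of a setting is named below, the cause was not tested.

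All 27 columns raised every count of genes, by over 1.5 times except for the lower genes with largest change at up to 30 min and at 8 to 10 h. Against the seawater control they gave 5355, 4050, 8721, 7938, 6515, 5843, 3082 and 6101 genes from 0 min to 10 h. Between successive times they gave 4007, 7346, 4339, 4501, 2946, 3511 and 3419, and over the 9 groups 11559. Genes with largest change higher were 1094 at up to 30 min, 1467 at 1 to 4 h and 455 at 8 to 10 h, and lower 725 at 1 to 4 h. Opposite directions were called in 1938 genes, and shared calls were 6367 for 30 min and 1 h and 4226 for 30 min and 10 h. The difference in distance was 0.153 (exact permutation p = 0.0421). Simulated unchanged data gave many calls with the same copying, so the smaller spread of computed columns is a candidate cause for the counts of the 15 comparisons and the 9 groups. It was not tested for the largest changes, opposite directions, shared calls or the distance.

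The replicate numbers were not taken to pair the samples, because not every correlation between deviations of same-numbered samples was over 0.1. They ranged from -0.160 to 0.343, and 4 of 9 were over 0.1. With the replicate block on the 16 columns, the counts that moved were 9 at 0 min, 132 at 15 min, 986 at 1 h, 1393 at 2 h and 6 at 8 h against the control, 240 from 30 min to 1 h, 13 from 1 to 2 h, and 854 shared by 30 min and 1 h. With the replicate block on all 27 columns, the counts against the control were 5409, 4075, 8725, 7967, 6572, 5857, 3106 and 6182. Between successive times they were 4074, 7369, 4414, 4565, 2982, 3596 and 3560, and over the 9 groups 11556. With this replicate block, largest changes were 1077 higher at up to 30 min, 1461 higher and 722 lower at 1 to 4 h, 459 higher at 8 to 10 h, and opposite directions 1956. With the replicate block, the exact permutation p of the distance was 0.185.

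Without the low-count filter more genes were called: 228 at 0 min, 252 at 15 min, 1272 at 2 h, 1174 at 4 h, 130 at 8 h and 1684 at 10 h against the control. Between successive times the counts that moved were 431, 268, 244, 568, 744 and 916, for all steps except 15 to 30 min. Opposite directions were called in 208 genes, and 30 min and 10 h shared 1004. With library size only the counts were 79 at 0 min and 244 from 1 to 2 h. Largest changes at up to 30 min were then 1289 higher and 135 lower, those at 8 to 10 h were 63 lower, and opposite directions 53. With the mean of the 3 copied columns, 31 genes were called at 0 min and 231 from 1 to 2 h.

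DESeq2 gave 34 genes at 0 min, 71 at 15 min, 10 at 8 h and 180 from 0 to 15 min. Limma-voom gave 7 at 15 min and 327 at 2 h. Using only the groups compared gave 692 at 15 min, 207 at 8 h, 772 from 0 to 15 min, 68 from 30 min to 1 h, 200 from 1 to 2 h, 169 from 2 to 4 h, 276 from 4 to 8 h and 762 from 8 to 10 h. This setting could not be fitted for 0 min and 1 h against the control, which have 1 column each.

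An adjusted p below 0.01, stricter by construction, left 5, 1941, 753, 69, 105, 1 and 147 genes from 15 min to 10 h against the control. Between successive times it left 0, 1319, 93, 7, 124, 191 and 152, over the 9 groups 3118, and in opposite directions 17. GlmTreat, also stricter, left 3, 1104, 638, 44, 72, 0 and 79 genes from 15 min to 10 h, and 3, 391, 72, 0, 46, 127 and 32 between successive times. With 0 min as the baseline the counts were 119, 807, 685, 184, 227, 67 and 108. Largest changes were then 433 higher and 186 lower at up to 30 min, 224 lower at 1 to 4 h, and 67 higher and 235 lower at 8 to 10 h. From 0 min the difference in distance was 0.0974 (exact permutation p = 0.00253). Over all the alternatives that leave out no library, this permutation p ranged from 0.00253 to 0.254. These permutations shuffled columns, not times. With separate baselines the median r was 0.0187. Shared calls were then 470 for 30 min and 1 h and 7 for 30 min and 10 h with the later time against 0 min, and 489 and 47 with the earlier time against 0 min. Fry and camera with an estimated correlation called 0 families of 72 tests.

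Leaving out each column gave ranges of 5 to 13 genes at 15 min, 1694 to 3436 at 30 min, 98 to 659 at 2 h, 158 to 1433 at 4 h, 1 to 23 at 8 h and 309 to 1719 at 10 h against the control. Between successive times the ranges were 4 to 9, 467 to 2416, 101 to 201, 0 to 17, 34 to 411, 143 to 665 and 54 to 497. Over the 9 groups the range was 3695 to 5750, and for opposite directions 65 to 141. Largest changes ranged from 573 to 718 higher and 105 to 797 lower at up to 30 min, 761 to 1211 and 334 to 597 at 1 to 4 h, and 171 to 414 and 65 to 134 at 8 to 10 h. The difference in distance ranged from 0.0608 to 0.146. No column could be left out of the seawater control or 0 min, nor of 1 h except in the distance test.

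Of the values for named genes, 603 kept their direction and side of the threshold, 66 fell below it, 24 rose past it, and 0 reversed. Counts of higher genes stayed within 1.5 times in 114 cases and moved in 137, and those of lower genes in 112 and 139. Thinning every library to the lowest total among the 16 columns, 2809130 counts, moved no total of called genes by over 1.5 times. Differences in depth between libraries therefore had little part in these totals. Small counts in 1 direction did move. At 8 h lower genes went from 3 to 1 and higher genes from 0 to 1. At 15 min lower genes went from 0 to 1, and from 1 to 2 h higher genes went from 5 to 2. Whether depth limits chiefly the genes with few counts was not tested.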

Other observations

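The tests of copied columns, weighted means, 0 min, the top gene and the deposited sign were chosen only after the result was seen. Those of the 27 columns and the groups as a whole were written before their results were seen, but after the copied columns had been found.

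The copied columns of the seawater control, 0 min and 1 h lay around lines with squared residuals of at most 0.0138 of the counting variance. Such residuals are consistent with 1 library entered 3 times with small shifts. In the 5 groups with a weighted mean, the squared residual was at most 0.00355 of that variance, while the 10 h columns had ratios of at least 2.76. Libraries prepared separately would scatter by at least the counting noise. No biological explanation was tested, and what produced the columns is not given in the sources used here.

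Columns computed from other columns may also explain why all 27 columns gave more calls. Unchanged simulated libraries with the same copying and averaging gave a median of 2295 false calls over 15 comparisons, and 9067 over the 9 groups. Without copying and averaging the median was 0 for every comparison between groups, and 3 over the 9 groups.

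The 5114 genes that differed over the 9 groups are not a product of chance assignment. Of 100 assignments of the 16 libraries to groups of the same sizes, the real one included, 1 gave as many genes; the median of the others was 0 and the highest 1210. This excludes chance and leaves time of day and preparation open.

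For 0 min against the seawater control, each group had 1 independent library. The test took its spread from the other groups and called 0 genes, with 58.5% of changed genes recovered in simulated data. That was 88.5% of the larger simulated changes but 26.0% of the smaller ones, so most smaller changes would be missed. For changes below the threshold, differences between single libraries of 1 culture and an effect of the transfer cannot be told apart, because neither side has another independent library here. The 2300 genes called at 1 h rest on the same assumption, with 1 library on each side.

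The gene with the most counts, CCRYP_005887, had no protein name and took 5.24% (95% Wilson interval 5.22% to 5.25%) to 23.3% (23.3% to 23.4%) of the counts of a library. Over the 16 independent libraries its share rose with the share of reads aligned in more than 1 place (Pearson r = 0.686, permutation p = 0.00418, adjusted 0.00836; Spearman rho = 0.626, permutation p = 0.0110, adjusted 0.0110). Without the 2 libraries farthest from the median, r was 0.761. As deviations from group means over 13 libraries, r was 0.693 and rho 0.560. The groups differed in direction, however. At 15 min, 30 min and 10 h, libraries with a larger share of such reads had a larger share of this gene. At 2 h, 4 h and 8 h they had a smaller one. The relation over all libraries may reflect multi-copy transcripts carried along with the poly-A RNA. This is a hypothesis that the 2 h, 4 h and 8 h groups do not share. A joint change in expression was not tested.

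The fold changes of the compared genes called in the authors' deposited table had the opposite sign to the counts. The weakest correlation with the refit of all 27 columns was -0.99999, and the sizes differed by a median of at most 0.0457. For these genes the signs in the authors' deposited table match 0 min over the exposure time at all 7 times. Why the headings give the other order is not given in the sources used here.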
